A study of Mus musculus with 3 samples. Its data were reported in "Endothelial Pim3 kinase protects the vascular barrier during lung metastasis" (2024).

How the data were processed

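Endothelial cells from mouse lungs were profiled by droplet single-cell RNA sequencing of 3′ ends in 3 libraries, 1 per group. The control library came from mice given buffer and taken after 6 h. The other libraries came from mice taken 6 h or 30 h after an injection of 200000 B16-F10 melanoma cells into the tail vein, in 100 µl of buffer, with 2 mice per treatment per the labels. The study's methods give 3 mice for this experiment, and which holds was not settled here. Cells positive for Pecam1 and negative for Ptprc were sorted after a warm collagenase digestion of the lungs, and melanoma cells carrying a tracker dye were sorted into the 6 h library as well, per its label. The study's text describes the isolation of labelled melanoma cells at both 6 h and 30 h. Whether any were sorted into the 30 h library was not settled here. The groups come from the treatment named in the labels.

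The deposited values are UMI counts per gene and barcode. A UMI is a random tag that marks 1 captured RNA molecule. Per the file headers, the authors made these counts with Cell Ranger 7.2.0, and the study's methods name an older version of the same program and the mouse build mm10, so the version that made the deposited counts is the one in the headers. Whether intronic reads were counted is not stated in either. The matrices were not filtered or normalized before deposit: they list between 1792904 and 1911655 barcodes per library, most of them empty droplets. Each matrix has 32285 genes with Ensembl IDs, of which 32158 (99.6%) were found in the GENCODE M21 annotation of GRCm38, the same assembly as mm10. Gene positions are from that annotation, 1-based, and all counts use the symbols of the files.

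Barcodes were kept with 1000 to 5000 detected genes and under 20% of UMIs from mitochondrial genes, limits that the study's methods state. Doublets, droplets with 2 cells, were taken out as the barcodes with the highest Scrublet scores (scanpy 1.11.5). Their number was set at 0.8% per 1000 barcodes of the library and came to 9.20% of barcodes in the control library, 8.74% in the 6 h library and 7.61% in the 30 h library. The cells of the 3 libraries were clustered together with the Leiden method (leidenalg 0.10.2, resolution 1.0) on log-normalized counts, 2000 variable genes, 30 principal components and 15 neighbours. Genes of 10 lists that may respond to the treatment were left out of the variable genes, so that no class was defined by them. No batch correction was applied in the main setting, because library and group are the same.

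Clusters were named from marker genes of 14 classes that were fixed before the data were examined. The score of a class was the mean log2 ratio of its markers in the cluster against all cells, with 10 CPM added. Clusters with at least 0.5 times the mean level of both Pecam1 and Cdh5 counted as endothelial. The limits of the scoring were set after the clusters had been seen: at least 3 detected markers, a score of at least 1.0 for a class other than general capillary, and a score of at least 0 for general capillary. Endothelial clusters with a score above 0.15 for a non-endothelial class (2 for red cells and melanoma, whose RNA was also free in the libraries) were left out as mixed, and endothelial clusters whose median UMIs were under 50% of the overall median stayed unnamed, as did clusters whose 10 leading genes held more markers of another class. General capillary cells are called gCap-like, aerocytes (large capillary cells that exchange gas) aCap-like, and lymphatic cells LEC-like.

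UMIs were summed per library and class and scaled to CPM (UMIs of a gene divided by all UMIs of the sum, times 1000000). With 1 library per group there is no replicate error and no test between groups, and no p-value was computed. Sums carry exact Poisson intervals, ratios of 2 sums exact conditional binomial intervals, and shares exact Clopper-Pearson intervals, all at 95% and all covering counting error only. Differences between shares have Newcombe intervals built from the exact ones. For a gene list, the median log2 ratio of (CPM + 1) was taken over its genes with a mean of at least 5 CPM over the 3 libraries (9945 genes passed in gCap-like cells). It was set beside 10000 random lists of the same size, matched on mean level in 20 bins. The percentile among them describes these libraries and is no test of the treatment. The interval of a median is from order statistics over the genes, which are not replicates.

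Of the lists, 15 were fixed before the data were examined. The rCap markers (44 genes) come from the top 50 markers of the reactive capillary cluster in the study's supplement, without 5 that are also on its list for the interferon-high cluster and 1 that is also on its list for gCap. The hIFN markers are its 50 genes for the interferon-high cluster. The study chose both on cells that included these libraries, so they are no independent evidence here. A panel of 7 rCap genes was measured in the study by RT-qPCR, of which 5 are in the marker list and Tmem252 and Adamts9 are not. The other 12 lists were written from general knowledge: JAK-STAT, NF-κB, interferon, angiogenic, heat shock, immediate early, glucocorticoid-induced, clock, cell cycle, adherens junction, free RNA of other lung cells, and melanoma markers. The rCap markers shared 6 genes with the JAK-STAT list, 3 with the angiogenic list, 1 with the clock list and 0 with the other 9. Lists of ribosomal RNA-like genes, NRF2 targets and cholesterol synthesis genes were added after single members had been seen. Besides Pim3, Pim1, Pim2, the RT-qPCR panel, 8 further genes and 4 junction genes, the named genes are, for each contrast with control, the 10 with the largest positive and the 10 with the largest negative log2 ratio of (CPM + 1) in gCap-like cells among genes with at least 20 CPM in either library. Of the 8 further genes, the study's text names all but Socs3.

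To compare cells of different depth, each cell was thinned at random to 2000 UMIs and shallower cells were left out. The rCap score of a cell was its UMIs of the rCap marker list after thinning, and a high score was one above the 99th percentile of the control library. Barcodes with at least 4 of 8 melanoma markers were called melanoma-like, a number set after the files had been seen. The profile of free RNA was taken from droplets with 50 to 200 UMIs.

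The statistics were tested on simulated counts for the 6 h against control comparison in gCap-like cells, with the real means and library sizes of 32285 genes and 200 genes changed 2-fold. All 200 changed genes (100%) had the right direction, and 96.0% of the true ratios lay inside their intervals. Of 400 unchanged lists of 40 genes, 4.75% fell outside the middle 95% of matched lists. For these values each gene was drawn as an independent Poisson count and the unchanged lists at random, so they check the calculation only. Variation between libraries and genes that move together were not simulated. The share of simulated cells with a Pim3 UMI was 62.4% at 8000 UMIs per cell and 37.7% at 4000, and 21.4% and 21.1% after thinning.

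The alternatives written before the data were examined changed the barcode filter, the doublet step, the clustering (all variable genes, each library alone, a lower resolution, or Seurat 5.3.0 with SCTransform and RPCA integration as in the study's methods), the treatment of free RNA, the scaling (TMM from edgeR 4.0.16, or CPM without mitochondrial and ribosomal protein genes), the pseudocount, the filter on low genes, the thinning and the cells summed. Chosen after seeing the data were gCap-like cells summed with unnamed endothelial cells, CPM without genes that can take up ribosomal RNA reads, mixed clusters counted as endothelial, weighting of cells to equal immediate early and heat shock UMIs, and subtraction of free RNA at the share that Hbb-bs gives. DoubletFinder, which the study used, was not used here. Read-level processing was not analysed here.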

Results

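The data comprised 3 single-cell libraries of sorted lung endothelial cells (ECs), 1 each from control mice, from mice 6 h after injection of B16-F10 cells and from mice 30 h after it. B16-F10 is a pigmented mouse melanoma line whose cells lodge in lung capillaries after injection into the tail vein. The libraries were made to ask how lung ECs respond to arriving tumor cells. No library of mice given buffer and taken at 30 h was analysed here, so the 30 h library was set against the 6 h control. With 1 library per group, no difference below has a replicate check.

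The total count was 140601123 UMIs in the control library, 132566934 in the 6 h library and 124085451 in the 30 h library. Barcodes with at least 300 detected genes numbered 15660, 15100 and 13082 in the same order, and those with 1000 to 5000 genes 11510, 10938 and 9519. After the mitochondrial filter and removal of doublets, 10447 control cells, 9973 cells at 6 h and 8789 cells at 30 h remained. Their median depth was 7503, 7760 and 8434 UMIs per cell. Keeping all barcodes with at least 300 genes gave 13687, 13247 and 11687 cells instead.

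Clustering of all cells gave 29 clusters. Clusters with endothelial markers and no marked RNA of another cell type held 9356 control cells (89.6% of all cells), 8884 cells at 6 h (89.1%) and 7779 cells at 30 h (88.5%). Clusters of endothelial cells that also carried platelet or mesenchymal RNA made up 8.48%, 9.08% and 10.0% of all cells and were left out of the classes. Clusters named as another cell type made up 1.96%, 1.83% and 1.47%.

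Most ECs were gCap-like. Their share of ECs was 58.2% in the control library (95% CI 57.1 to 59.2), 59.6% at 6 h (58.6 to 60.6) and 57.3% at 30 h (56.2 to 58.4). The difference between 6 h and control, 1.45 percentage points (0.00989 to 2.88), changed direction under other clusterings, from −5.31 points after RPCA integration to 16.1 points with each library clustered on its own, so no direction is read from it. aCap-like cells made up 11.6% of control ECs, 10.6% at 6 h and 13.9% at 30 h. Their share at 30 h lay above control by 2.28 points (1.27 to 3.30), and above it under all 8 alternatives. Artery-like cells made up 3.02%, 2.58% and 3.74%, vein-like cells 4.75%, 3.79% and 4.82%, and LEC-like cells 0.737%, 0.574% and 0.617% of ECs. The difference in the vein-like share between 6 h and control was −0.952 points (−1.55 to −0.358), and it was negative under all 8 alternatives as well. Endothelial clusters left unnamed held 8.72%, 8.86% and 1.74% of ECs, and endothelial clusters of low UMI count 13.0%, 14.0% and 17.9%.

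**Figure D1:**
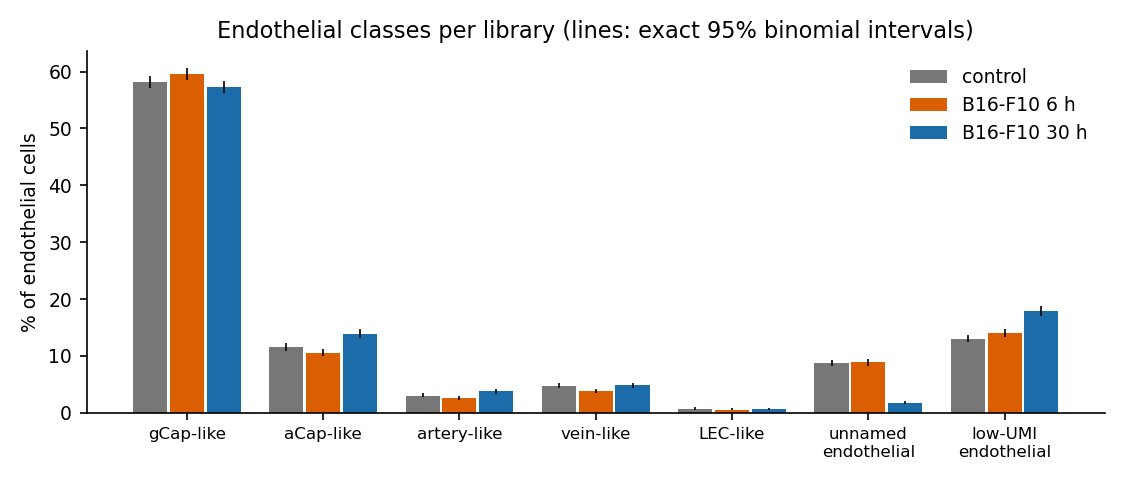
Share of endothelial cells (y axis, percent) in each class (x axis) for the control, 6 h and 30 h libraries, with exact 95% binomial intervals that cover counting error only. gCap-like cells make up 57.3% to 59.6% of endothelial cells in each library.

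The gCap-like and aCap-like cells of the 30 h library hardly shared clusters with those of the other libraries. Of the 30 h gCap-like cells, 97.8% lay in clusters of which over 90% came from 1 library, as did 97.3% of the 30 h aCap-like cells. The matching shares were 0.147% and 0.369% in the control library and 0.755% and 1.39% at 6 h, and 0% for artery-like, vein-like and LEC-like cells of each library. Each of the last classes was 1 cluster, so this measure could not show a separation within it. Of the nearest neighbours of 30 h artery-like cells, 79.9% were 30 h cells, which made up 36.2% of that class. For vein-like cells the values were 87.3% and 32.4%. One gCap-like cluster just missed the 90% limit: it held 260 control, 1967 6 h and 9 30 h cells, so 88.0% of it came from the 6 h library, and Atf3, Egr1, Fos, Socs3 and Hspa1a were among its 10 leading genes.

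The rCap markers, by which the study defined a reactive capillary state, were higher in gCap-like cells at 6 h. Over 41 marker genes that passed the filter, the median log2 ratio of 6 h against control was 0.53 (0.39 to 0.68), above all 10000 matched random lists (percentile 100), and 40 of the 41 genes were higher. The alternative that moved this value most, clustering after RPCA integration, gave 0.35. At 30 h the median against control was −0.13 (−0.36 to 0.18), at percentile 11.3 of matched lists, with 17 of 41 genes higher. The 30 h library lay below the 6 h library by a median of −0.69 (−0.84 to −0.32), below all matched lists. The study chose these markers on cells that included these libraries.

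The 7 genes of the RT-qPCR panel had a median of 0.71 at 6 h against control, with all 7 higher. Bcl3 (chromosome 7, 19808462 to 19822770) rose from 27.4 CPM in the control library to 71.7 CPM at 6 h, a log2 ratio of 1.35, and stood at 23.4 CPM at 30 h. Inhbb (chromosome 1, 119415465 to 119422248) had 6.33 CPM in the control library, 23.1 CPM at 6 h and 8.39 CPM at 30 h. Tmem252 rose by 1.17, Adamts9 by 0.71, Osmr by 0.56 and Scarb1 by 0.27 on the log2 scale at 6 h. At 30 h against control the panel's median was −0.20, at percentile 15.5 of matched lists.

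The same markers were higher at 6 h in other endothelial classes as well. The median log2 ratio against control was 0.30 in aCap-like cells (33 genes), 0.27 in artery-like cells and 0.21 in vein-like cells (41 genes each), at percentile 100 in each. At 30 h against control it was 0.09 in aCap-like cells, −0.02 in artery-like cells and −0.14 in vein-like cells. LEC-like cells were under the minimum of 50 cells at 30 h.

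Pim3 (chromosome 15, 88862186 to 88865726), the kinase gene the study is about, had 106 CPM in control gCap-like cells (exact 95% Poisson interval 103 to 109, from 4522 UMIs), 168 CPM at 6 h (164 to 172, from 7276 UMIs) and 81.6 CPM at 30 h (78.8 to 84.4, from 3296 UMIs). The log2 ratio was 0.66 for 6 h against control (0.60 to 0.71), −0.38 for 30 h against control (−0.45 to −0.32) and −1.04 for 30 h against 6 h (−1.10 to −0.98). All 17 alternatives kept these directions, and immediate early and heat shock genes, which digestion of tissue can raise, were higher at 6 h as well. The 6 h ratio ranged from 0.43 under RPCA integration to 0.82 with each library clustered on its own. Empty droplets held Pim3 at 111, 144 and 88.9 CPM.

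Pim1 (chromosome 17, 29490753 to 29496112) had 101 CPM in control gCap-like cells, 133 CPM at 6 h and 44.7 CPM at 30 h. Its log2 ratio was 0.39 at 6 h (0.33 to 0.45) and −1.18 at 30 h (−1.26 to −1.10) against control. Pim2 (chromosome X, 7878262 to 7883432) stood at 3.25, 3.60 and 2.87 CPM. In gCap-like cells a difference in Pim2 from control was not detectable at this depth. Its log2 ratio there was 0.15 at 6 h (−0.19 to 0.49) and −0.18 at 30 h (−0.55 to 0.19). With all ECs summed, the Pim2 log2 ratio against control was 0.19 at 6 h (−0.08 to 0.46) and −0.41 at 30 h (−0.71 to −0.10). Pim3 was higher in vein-like than in gCap-like cells of each library, at 243, 316 and 229 CPM. In aCap-like cells the Pim3 log2 ratio of 6 h against control was 0.25 (0.13 to 0.36), in vein-like cells 0.38 (0.25 to 0.50) and in artery-like cells 0.11 (−0.24 to 0.46).

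**Figure D2:**
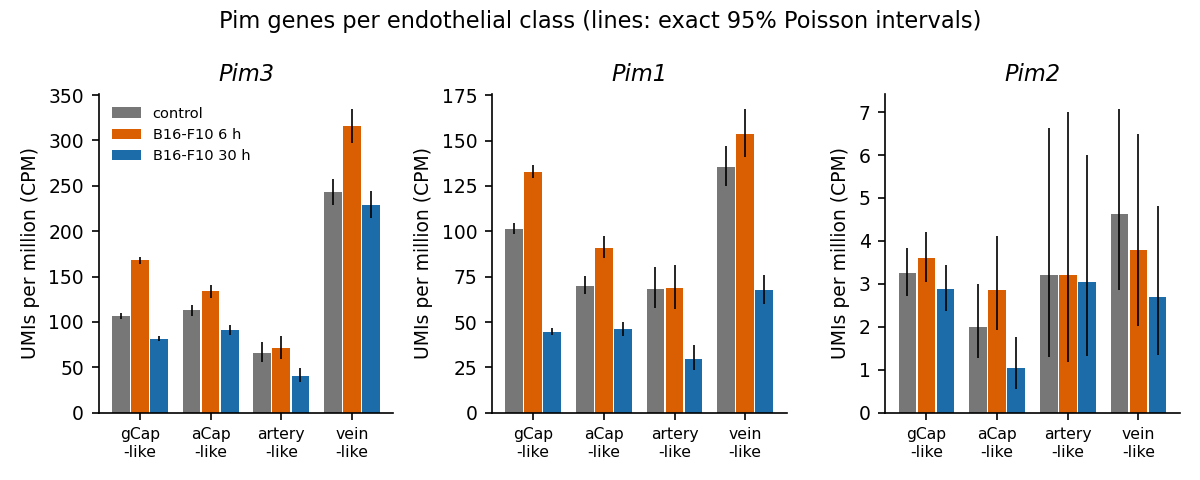
CPM of Pim3, Pim1 and Pim2 (y axes) in 4 endothelial classes (x axis) of the control, 6 h and 30 h libraries, with exact 95% Poisson intervals that cover counting error only. In gCap-like cells Pim3 stands at 106 CPM in the control library, 168 CPM at 6 h and 81.6 CPM at 30 h.

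The rCap score asked whether the shift lay in single cells. After each cell was thinned to 2000 UMIs, 49 of 5401 control gCap-like cells (0.907%, 95% CI 0.672 to 1.20) had more than 53 rCap marker UMIs. At 6 h it was 355 of 5266 cells (6.74%, 6.08 to 7.45) and at 30 h 18 of 4445 cells (0.405%, 0.240 to 0.639). Thinning left out 40, 29 and 13 cells. Without thinning the shares were 0.992%, 6.78% and 1.08%, and with a limit at the 95th percentile 4.72%, 19.5% and 3.22%. The mean score was 23.8 UMIs in the control library, 30.7 at 6 h and 22.1 at 30 h.

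The study counted ECs with both Pim3 and Bcl3, or both Pim3 and Inhbb, by in situ hybridization, and the same pairs were counted here as ECs with at least 1 UMI of each gene. After thinning to 2000 UMIs, Pim3 and Bcl3 were found together in 1.12% of 9127 control ECs (0.912 to 1.36), 3.37% of 8656 ECs at 6 h (3.00 to 3.78) and 0.966% of 7657 ECs at 30 h (0.760 to 1.21). Without thinning, at median depths of 7476, 7722 and 8482 UMIs, the shares were 8.70%, 19.3% and 8.11%. Pim3 and Inhbb were found together in 0.197% (0.117 to 0.312), 1.11% (0.899 to 1.35) and 0.222% (0.129 to 0.355) of thinned ECs, and in 1.07%, 4.57% and 1.45% without thinning. The product of the shares of each gene alone was 0.711%, 2.44% and 0.636% for Pim3 and Bcl3 after thinning. In cells named as another type, thinned to the same depth, Pim3 and Bcl3 were found together in 1 of 202 control cells (0.495%), 2 of 179 cells at 6 h (1.12%) and 0 of 129 cells at 30 h. At 6 h their interval (0.136 to 3.98) included the share in ECs, so those few cells give no background level below it.

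**Figure D3:**
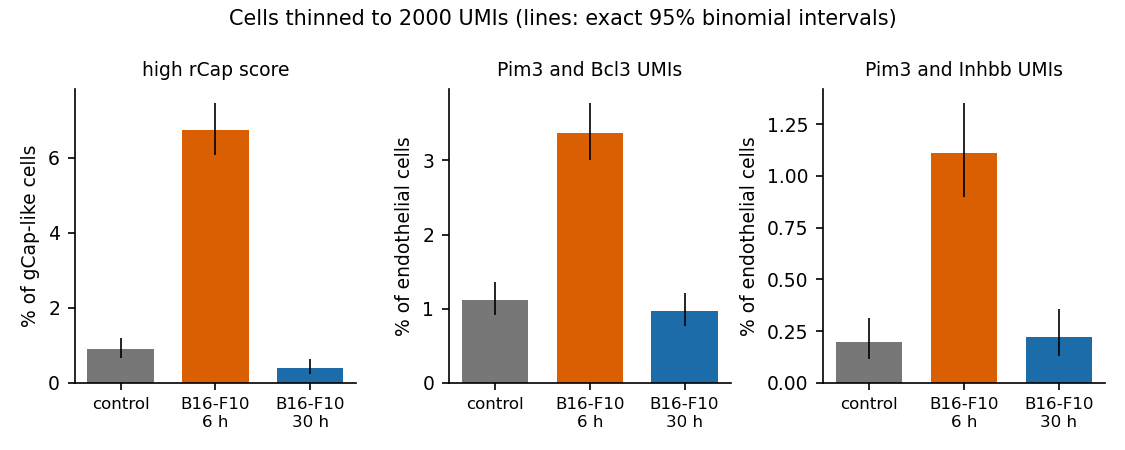
Percent of gCap-like cells with a high rCap score and percent of endothelial cells with UMIs of both genes of a pair (y axes) in the control, 6 h and 30 h libraries (x axes), each cell thinned to 2000 UMIs, with exact 95% binomial intervals that cover counting error only. The high-score share is 0.907%, 6.74% and 0.405%.

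Gene lists fixed in advance showed which programs differed beside the rCap markers in gCap-like cells. At 6 h against control, the median log2 ratio was 0.97 for heat shock genes (16 of 16 higher), 0.59 for immediate early genes (15 of 15), 0.53 for NF-κB genes (13 of 14), 0.32 for JAK-STAT genes (22 of 29), 0.24 for the study's hIFN markers (43 of 50) and 0.14 for interferon genes (18 of 21). Each of these medians lay at or above percentile 99.9 of matched lists. Cell cycle genes had a median of 0.22 over 9 genes (percentile 99.7) and angiogenic genes 0.11 over 15 genes (percentile 97.8). Adherens junction genes had a median of 0.03, inside the middle 95% of matched lists at percentile 77.4. Glucocorticoid-induced genes had a median of −0.73 (−1.18 to 0.19), below all matched lists, with 5 of 14 genes higher. Clock genes had a median of −0.13 at percentile 4.19, with 5 of 11 genes higher. Genes of free RNA from other lung cells had a median of −0.51. Fewer than 3 genes of the melanoma list passed the filter in gCap-like cells.

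At 30 h against control, immediate early genes had a median of −0.40, interferon genes −0.37, NF-κB genes −0.37, JAK-STAT genes −0.36 and hIFN markers −0.30, each at or below percentile 0.04 of matched lists. Heat shock genes had a median of 0.21 (percentile 99.9), clock genes 0.53 with 6 of 11 genes higher, and glucocorticoid-induced genes −0.22 (percentile 3.42). Angiogenic genes had a median of 0.22 (percentile 99.4), which fell to −0.09 with each library clustered on its own. Adherens junction genes (0.09) and cell cycle genes (−0.05) lay inside the middle 95% of matched lists. Free RNA genes had a median of −1.41. The median over all genes that passed the filter was −0.01 at 6 h and −0.06 at 30 h.

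**Figure D4:**
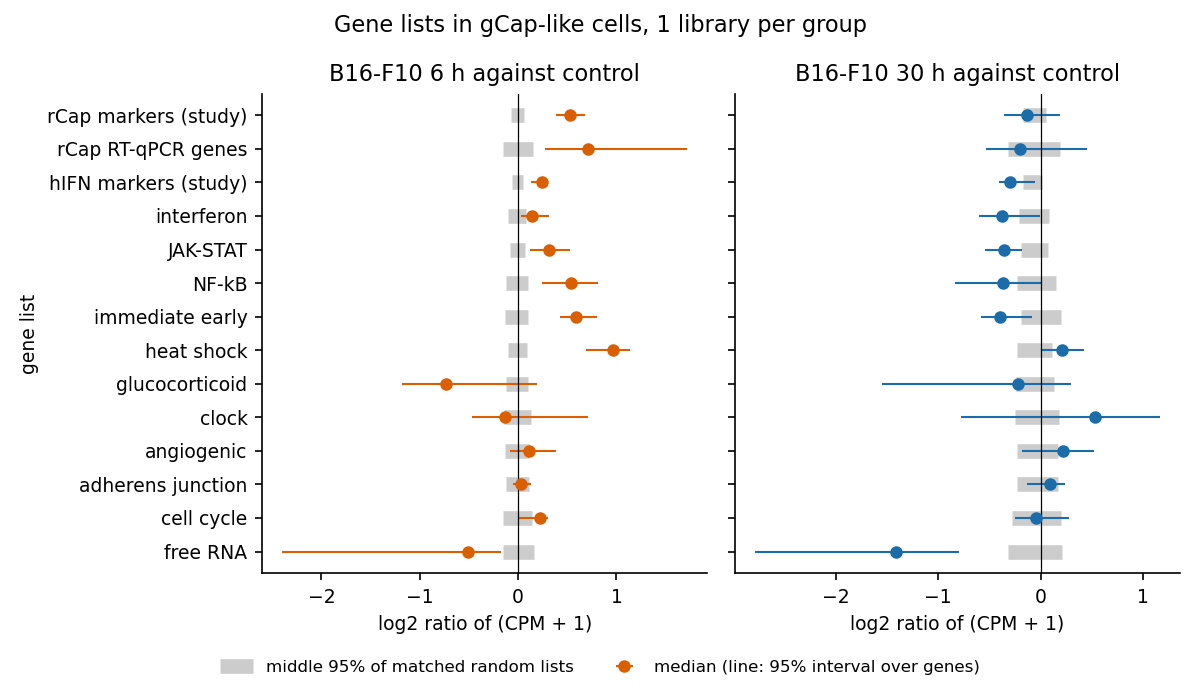
Median log2 ratio of (CPM + 1) of each gene list (x axis) in gCap-like cells at 6 h (left) and 30 h (right) against control, with 95% order-statistic intervals over the genes of the list. Gray bars are the middle 95% of matched random lists. The rCap markers lie at 0.53 at 6 h and at −0.13 at 30 h.

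Among the genes named in the study's text, Vegfa rose from 232 CPM in control gCap-like cells to 467 CPM at 6 h (log2 ratio 1.01) and stood at 332 CPM at 30 h. Socs3, which that text does not name, had 629, 1040 and 474 CPM in the control, 6 h and 30 h libraries. Ackr3 was higher than control by 0.33 at 6 h and 0.35 at 30 h on the log2 scale. Jak2 was higher by 0.30 at 6 h and had a log2 ratio of −0.35 at 30 h. Dll4, Col4a2, Esam and Pfkfb3 had log2 ratios between 0.04 and 0.15 at 6 h and between −0.21 and 0.24 at 30 h. The junction genes Cdh5, Ctnna1, Ctnnb1 and Ctnnd1 had log2 ratios of −0.05, 0.05, 0.13 and −0.16 at 6 h. At 30 h the values were 0.18, 0.03, 0.24 and −0.28.

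By size of the log2 ratio at 6 h, the genes with the largest rise in gCap-like cells were Hspa1b (chromosome 17, 34956436 to 34959238; 13.6 CPM in control, 107 CPM at 6 h, log2 ratio 2.89), Hspa1a (2.82), Hsph1 (2.31), Atf3 (1.81), Inhbb (1.72), Disp2 (1.54), Mt1 (1.40), Bcl6 (1.38), Bcl3 (1.35) and Trim69 (1.19). Hspa1a and Hspa1b are near-identical copies whose reads can be split between them. The largest falls were of Scgb1a1 (−2.40), a club cell gene that was abundant in empty droplets, and of Tnik (−1.60), Fam107a (−1.43), Sema5a (−1.31), Sult1a1 (−1.28), Gm15478 (−1.27), Zbtb16 (−1.18), Chrm2 (−1.12), Atp8a1 (−1.04) and Glb1l2 (−1.02). Gm15478 lies inside Atp8a1 on the opposite strand of chromosome 5.

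At 30 h against control, Cmss1 (2.63), Cdk8 (2.56), Gm19951 (2.36), Lars2 (2.17), Gm42418 (2.03) and Gm15564 (2.03), 6 gene models that can pick up reads of ribosomal RNA (not tested here at read level), were among the 10 largest rises. The others were Cxcl12 (chromosome 6, 117168535 to 117181367; 223 CPM in control, 1052 CPM at 30 h, log2 ratio 2.23), Il31ra (2.14), Tubb2b (2.12) and 9630028H03Rik (1.94). The largest falls were of Scgb1a1 (−2.79), Serpina3g (−2.54), Srxn1 (−2.43), Ptgs1 (−2.21), Lpl (−1.90), Gclc (−1.81), Txnrd1 (−1.74), Ucp2 (−1.74), 2210408F21Rik (−1.72) and Gclm (−1.68). Lpl is a marker by which gCap-like cells were named, so naming may affect its level. Empty droplets, which were not named, also had less Lpl at 30 h, at 167 CPM against 507 CPM in the control library. Naming may affect Cxcl12 and Tubb2b as well. With each library clustered on its own, both were among the 10 leading genes of an unnamed control cluster of 827 cells, beside Slc6a6 and Ntrk2. A 30 h cluster of 817 cells, also led by Slc6a6, Ntrk2 and Tubb2b, was named gCap-like. Part of these rises may thus come from which cells were compared.

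Melanoma-like barcodes were found in the 6 h library alone, into which labelled melanoma cells had been sorted per its label. Since the study's text describes their isolation at 30 h as well, their absence at 30 h is not put down to the sort. Of barcodes with at least 300 genes, 45 carried at least 4 of the 8 melanoma markers at 6 h, against 0 of 15660 in the control library and 0 of 13082 at 30 h. Among filtered cells there were 19 of 9973 at 6 h (0.191%, 0.115 to 0.297) and 0 of 10447 control cells, whose exact 95% interval reaches 0.0353%. With at least 300 genes and no upper limit, and still under 20% mitochondrial UMIs and without doublets, there were 32 at 6 h. Of the 45 barcodes, 15 had fewer than 1000 genes, 9 had more than 5000 genes, and 14 also had 5 or more UMIs of Pecam1 and Cdh5. Over the other 31 barcodes, Dct had 7035 CPM, Pmel 3584 CPM, Mlana 2219 CPM, Mif 1964 CPM (1786 to 2155) and Vegfb 83.6 CPM (50.4 to 131). In endothelial cells of the same library Mif had 56.5 CPM and Vegfb 13.2 CPM.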

Values the study reported

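The study reported 21220 ECs from control lungs and 19,266 ECs from lungs at 6 h, each over 3 experiments, and 6889 ECs from a single experiment at 30 h. It reported 91 B16-F10 cells among the sequenced cells, and stated that the lungs had cleared about 70% of the melanoma cells by 6 h. By in situ hybridization in metastatic lungs at 6 h, it counted 46% of ECs with Pecam1 signal as positive for Pim3 and Bcl3, and 16% as positive for Pim3 and Inhbb.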

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

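Of the tests in this part, all but those of free RNA, tissue dissociation stress and doublets on the rCap markers were chosen only after the results were seen.

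Melanoma marker RNA stood out in data that the comparisons do not use, the empty droplets. The 8 markers together had 577.6 CPM (561 to 595) in empty droplets of the 6 h library, 7.19 CPM (5.42 to 9.36) in those of the control library and 9.34 CPM (7.11 to 12.0) at 30 h. Release by endothelial cells is argued against by the markers' level in 6 h gCap-like cells, 17.1 CPM, which lay below that of the empty droplets. RNA released by melanoma cells sorted into that library is a candidate explanation. Of 50 other genes that set melanoma-like barcodes apart from endothelial cells, 38 passed the filter in empty droplets, and their median log2 ratio there was 0.96 at 6 h against control (percentile 100 of matched lists) and 0.14 at 30 h (percentile 77.5). The same free RNA may explain the 17.1 CPM in gCap-like cells, against 1.69 CPM in control gCap-like cells.

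Several results moved one way at 6 h and the opposite way at 30 h, each against control in gCap-like cells. The median log2 ratio was 0.24 at 6 h and −0.30 at 30 h for hIFN markers, 0.32 and −0.36 for JAK-STAT genes, 0.53 and −0.37 for NF-κB genes, 0.14 and −0.37 for interferon genes, and 0.59 and −0.40 for immediate early genes. Pim3 had a log2 ratio of 0.66 and −0.38, and Pim1 one of 0.39 and −1.18. The difference was not tested, since each group had 1 library.

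Scaling moves all genes of a library alike, so it leaves the place of a list among matched lists unchanged. The naming of gCap-like cells is argued against as the whole cause for 4 of the lists, all but NF-κB genes: with all endothelial cells summed, they kept both directions outside the middle 95% of matched lists. For NF-κB genes, whose 30 h median was −0.20 there (percentile 5.42), naming and a real difference cannot be told apart. Among single classes, 5 of 5 lists kept both directions outside the middle 95% in vein-like cells, 1 in artery-like cells and 0 in aCap-like cells, so the pattern is not common to all classes. A batch of the 30 h library and the time since injection cannot be told apart, since they are the same library: of the nearest neighbours of 30 h gCap-like cells, 96.3% were 30 h cells. The control library was taken at 6 h, so a 30 h value below it may also come from the injection or the day of sampling, which the design leaves untested. A fading response to the melanoma cells stays open for the same reason, untested.

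Tissue dissociation stress stays open for the higher rCap markers at 6 h, and so for the Pim genes that go with them. In gCap-like cells, immediate early genes had a median of 0.59 and heat shock genes one of 0.97 at 6 h against control, both at least as large as the 0.53 of the rCap markers, and both were lower at 30 h than at 6 h. In aCap-like cells, the 6 h median was 0.05 for immediate early genes (percentile 84.6), 0.64 for heat shock genes and 0.30 for rCap markers. Immediate early genes were at 0.31 in artery-like and 0.21 in vein-like cells (percentiles 100 and 99.9). Heat shock genes were at 1.09 and 0.85 in these classes, with 16 of 16 genes higher and percentile 100 in each. Free RNA is argued against by a median of 0.53 for the rCap markers after the profile of empty droplets was subtracted. UMIs per cell are argued against as the whole cause: control gCap-like cells above their median depth had a median of 0.12 for the rCap markers against the others, at 9621 and 5731 UMIs per cell, while the 6 h and control libraries differed less in depth, at 7905 and 7534. Doublets are argued against by 0.48 with doublets kept, which is lower and not higher. Weighting control cells to the immediate early and heat shock UMIs per cell of the 6 h cells left 0.40, which argues against these UMIs as the whole cause. Stress during digestion may still explain part of the rCap difference. An effect of the melanoma cells on the endothelium may explain it as well, since the same programs can answer both.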

How the results depend on the processing

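Alternatives not in the first plan, all chosen after seeing the data, were gCap-like and unnamed endothelial cells together, CPM without genes that can take up ribosomal RNA reads, mixed clusters counted as endothelial, the weighting on immediate early and heat shock UMIs, and the subtraction at the share of Hbb-bs.

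The rCap markers in gCap-like cells kept their sign in each contrast under all 20 alternatives, from 0.35 to 0.55 at 6 h against control, −0.18 to −0.05 at 30 h against control and −0.71 to −0.42 at 30 h against 6 h. Of those 60 values, 2 lay outside the interval of the reported one: 0.38 without an upper limit on genes and 0.35 with RPCA integration. In the other classes all 9 values stayed inside it. Cells per library stayed within 1.5 times the reported number in all 15 values.

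Of 51 values of Pim3, 19 moved and 0 reversed. At 6 h against control it was 0.82 with each library clustered alone, 0.43 with RPCA and 0.54 in all endothelial cells. At 30 h against control it was −0.24 without an upper limit, −0.55 with barcodes called by UMIs, −0.30 at a mitochondrial limit of 10%, −0.29 with all variable genes, −0.29 per library, −0.27 in all endothelial cells and −0.30 with unnamed cells added. At 30 h against 6 h the same 7 settings, less the mitochondrial limit, gave −0.85, −1.19, −0.98, −1.10, −0.81 and −0.96, and doublets kept gave −1.11, RPCA −0.81 and resolution 0.5 −0.97. The cause was not tested.

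Class shares depended on the clustering and on the barcode filter. Of 80 values, 18 had the opposite sign of the reported one. A share counts as reversed only where the reported interval left out 0, which held for 6 of these, and 21 others lay outside the reported interval. For gCap-like cells, 6 h minus control was −0.594 points with at least 300 genes, 7.06 with barcodes called by UMIs, −1.85 with all variable genes, 16.1 per library, −5.31 with RPCA and −0.0764 at resolution 0.5. Their 30 h minus control was 14.1 with barcodes called by UMIs, 1.30 with doublets kept, −10.5 with all variable genes, 2.24 per library, −8.07 with RPCA and −3.84 at resolution 0.5. For aCap-like cells it was 0.0822 per library at 6 h, and 0.814 with doublets kept and 1.12 at resolution 0.5 at 30 h. For artery-like cells at 6 h it was −1.19 with at least 300 genes, 0.122 with barcodes called by UMIs and 2.70 per library. At 30 h it was −3.81, 2.00 and 3.57 in these settings, 1.63 with doublets kept, 1.60 with all variable genes, 1.39 with RPCA and 1.41 at resolution 0.5. For vein-like cells at 30 h it was −0.673 with at least 300 genes and −0.580 with doublets kept. The cause was not tested.

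Of 426 values of the other lists, 417 stayed inside the interval of the reported median and did not count as reversed. Of the 426, 13 had the opposite sign of the reported one. A list value counts as reversed only where the reported median lay outside the middle 95% of matched lists, which held for 5 of these. The other 8 were small medians of clock, angiogenic, adherens junction and cell cycle genes. The hIFN markers at 6 h were 0.30 per library. Angiogenic genes at 30 h against control reversed to −0.095 per library and to −0.010 without the filter on low genes. These values still lay inside the reported interval of −0.18 to 0.52. Free RNA genes at 30 h against 6 h were −1.54 with doublets kept, −1.59 with all variable genes and −1.23 per library, and after subtraction of the empty-droplet profile they reversed to 0.13, 1.09 and 1.26 in the contrasts 6 h to control, 30 h to control and 30 h to 6 h. The cause was not tested.

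Shares of cells depended on depth by construction, since more UMIs per cell detect more genes. Pim3 with Bcl3 was found in 0.385%, 1.09% and 0.283% of control, 6 h and 30 h cells thinned to 1000 UMIs, in 3.53%, 9.67% and 2.91% at 4000, and in 8.70%, 19.3% and 8.11% without thinning. Pim3 with Inhbb was found in 0.0214%, 0.281% and 0.0771%, in 0.443%, 2.37% and 0.540%, and in 1.07%, 4.57% and 1.45%. The 6 h share was the highest at each depth. High rCap scores were 4.72%, 19.5% and 3.22% at the 95th percentile, 7.82% at 6 h at 4000 UMIs and 1.08% at 30 h without thinning, and the other 19 of 24 values lay inside the exact interval of the reported share. Melanoma-like cells at 6 h numbered 32 with at least 300 genes.

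No paired analysis was possible because each group had 1 library and the labels link no mouse of one group to a mouse of another.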

Other observations

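Of the tests in this part, only the time of day test on glucocorticoid-induced genes was planned before the result was seen, and all genes named for the unnamed cluster were chosen after their values were seen.

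The 30 h library stood apart from the others. Of the 15 nearest neighbours of 30 h gCap-like cells, 96.3% were 30 h cells, although these made up 29.3% of gCap-like cells. The control and 6 h values were 74.6% and 73.0%. Gene models that can pick up ribosomal RNA reads had a median log2 ratio of 2.03 at 30 h against control and made up 0.617% of control, 0.771% of 6 h and 2.54% of 30 h gCap-like UMIs. In empty droplets they made up 2.62%, 3.18% and 9.34%. These genes are argued against as the whole cause of the separation, since the 30 h value was 93.6% without them. Depth is argued against by 88.9% after thinning to 2000 UMIs, and RNA of empty droplets by 91.7% without genes that were higher there. A batch of the 30 h library cannot be told apart from an effect of time after injection: 30 h vein-like cells, which were 32.4% of vein-like cells, had 87.3% neighbours of their own library, and either could give this.

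Targets of NRF2, a factor that answers oxidative stress, were lower at 30 h than in control gCap-like cells, with a median log2 ratio of −0.54 over 19 genes, and cholesterol synthesis genes were higher, with 0.85 over 13 genes. At 6 h the medians were −0.06 and 0.11. The genes seen first are argued against as the whole of it by −0.24 for the other 15 NRF2 genes (percentile 1.55) and 0.82 for the other 11 cholesterol genes. Free RNA is argued against by −0.53 for the NRF2 list after subtraction. In aCap-like, artery-like and vein-like cells at 30 h the NRF2 list was at −1.27, −0.65 and −0.45 and the cholesterol list at 0.25, 0.85 and 0.64. At 6 h the NRF2 list was at 0.24 (percentile 100), 0.01 and −0.02 in the same classes, so it was higher than control in aCap-like cells. A change in redox and sterol state of the endothelium by 30 h may explain the 30 h values of both lists, and a batch of the 30 h library stays open.

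Glucocorticoid-induced genes were lower at 6 h, with medians of −0.46 in aCap-like, −0.60 in artery-like and −0.65 in vein-like cells beside −0.73 in gCap-like cells. Among them, Fkbp5 had a log2 ratio of −0.90, Tsc22d3 −0.74, Klf9 −0.71 and Per1 −0.85 in gCap-like cells, genes chosen after their values were seen. A lower hormone level at another time of day may explain this, and the clock list had a median of −0.13 with 5 of 11 genes higher. Time of day and treatment cannot be told apart, because the labels give no hour of sampling. The median of the clock list cannot decide it, since a shift in time of day can raise some clock genes and lower others.

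One unnamed endothelial cluster came mostly from the 6 h library, with 8 control cells, 229 cells at 6 h and 35 at 30 h. After RPCA integration, a cluster with mostly the same leading genes held 149 control cells, 721 cells at 6 h and 243 at 30 h, so its near absence from the control library did not hold there. In 6 other settings of a joint clustering a cluster led by Csf2 held 3 to 10 control cells, and without an upper limit on genes a cluster led by Inhbb and Csf2 held 52 of 716. Set against 6 h gCap-like cells, its median log2 ratio was 2.70 for NF-κB genes (19 of 21 higher), which were left out of the clustering, −1.34 for hIFN markers (1 of 50 higher) and 0.09 for rCap markers. In it Bcl3 had 155 CPM against 71.7 CPM in 6 h gCap-like cells, and Pim3 128 against 168. Inhbb, which was left out of the clustering but is among the 10 leading genes of the cluster, had 528 CPM against 23.1 CPM. Doublets are argued against by a median doublet score of 0.0451, below the 0.0582 of gCap-like cells. Heat shock genes had a median of 0.31 against 6 h gCap-like cells, inside the middle 95% of matched lists. More dissociation stress than in those cells was therefore not seen. Stress common to both stays open, since heat shock genes of 6 h gCap-like cells were themselves higher than control. A local inflammatory signal near tumor cells may explain such cells. A cluster mostly of 1 library may be a property of that library.

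The largest single value in each library was Scgb1a1 in 1 barcode, with 117524, 10702 and 89119 UMIs in the control, 6 h and 30 h libraries, out of 343431, 67535 and 206592 UMIs of that gene. These barcodes had 9939, 7561 and 10071 genes and did not pass the filter.

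The share of ECs with Pim3 and Bcl3 quoted from the study was of ECs with Pecam1 signal in tissue, and the 19.3% found here was of sequenced ECs with at least 1 UMI of each gene, so no direction is given. For Pim3 and Inhbb the value here was 4.57%, with the same denominators.

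Control ECs numbered 9356 here. The number quoted from the study is higher and pools several experiments, of which these libraries are 1.

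ECs at 6 h numbered 8884 here. The quoted number is higher as well, for the same reason.

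ECs at 30 h numbered 7779 here. The quoted number, from a single experiment, is lower. The filters differ: the study left out ECs it judged to be of low quality, and the number here includes 1394 cells of low-UMI endothelial clusters. The control and 6 h numbers above include such cells as well.

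Melanoma-like cells numbered 19 among filtered cells. The quoted number of B16-F10 cells is higher and pools several experiments.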
